A study of Homo sapiens with 4 samples. Its data were reported in "MSX2 suppression through inhibition of TGFβ signaling enhances hematopoietic differentiation of human embryonic stem cells" (2020).

How the data were processed

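RNA was measured by RNA-seq in 4 libraries of H1 cells, an established human embryonic stem cell (hESC) line, taken through stepwise hematopoietic differentiation and collected at day 8. Per the labels, the last 3 days of culture were run with or without SB431542, a small molecule that blocks TGFβ type I receptors. The titles of the samples gave the groups: 2 libraries of DMSO-treated cells and 2 libraries of SB431542-treated cells (SB), with replicate numbers 1 and 2 in each. The study describes collecting CD31-positive cells for sequencing, a step the sample labels do not mention.

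The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the number of mapped fragments), in 58365 rows with 1 column per library. The sequencing and its primary processing were done by a service company. The aligner, the counting tool and the annotation release are not stated, and no scaling between libraries is stated. Each row carries a versioned Ensembl identifier, a locus and a symbol. Most identifiers have 1 row, but 90 are split by locus over 181 rows, 12 of which were tested beside another row of their identifier, and each row is called a gene here. Among the genes named, GFI1B is split, and its values are those of 1 of its 2 rows, the other holding at most 0.0141 FPKM. Of the identifiers, 95.5% were found with the same version in GENCODE release 29 on GRCh38, and 99.8% of these had the same position there, so coordinates are given on GRCh38 and counted from 1. Strand use in counting is not stated, so genes that overlap others or have near-identical copies are uncertain.

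The FPKM unit fixes the scale of each library, so the sum of the values does not show the total number of fragments. Relative depth was recovered from single-exon genes with 1 transcript, whose lowest values step by what 1 fragment is worth. With the deepest library (SB replicate 2) at 100%, DMSO replicate 1 reached 94.0%, DMSO replicate 2 reached 90.2% and SB replicate 1 reached 75.7%. Of the genes compared with the reference library, between 96.8% and 98.5% lay on that step. The step was used only for ratios between libraries. The absolute depth, on which it also depends, and the counting error of single values were not estimated. An exact 0 can be a failed estimate in such a table: CD99 is listed at 0 in all 4 libraries, while 0 of 20 housekeeping genes were at 0. A gene at 0 is therefore only described as listed at 0.

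Values were transformed to log2(FPKM + 1). Genes with a mean FPKM of at least 1 in at least 1 group were tested (14909 genes). The pseudocount of 1 understates the change of genes with low values, and fold changes below are on this scale unless a plain FPKM is given. Groups were compared with limma 3.58.1 in R 4.3.3, using empirical Bayes with a trend, the group as the only term and all 4 libraries. Two-sided p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. For comparing groups in general the study names Student's t test, and for its RNA-seq data it names gene set enrichment analysis. The planned test depended on the unit of the table, and the test for FPKM was used because the table holds no counts; the tests planned for counts were therefore not run. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so none was used.

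Gene lists were compared with camera in limma, with a preset inter-gene correlation of 0.01, and adjusted over the 23 lists. The preset value does not come from these libraries, so small camera p-values do not measure how a list varies between replicates. The lists were written by hand before the data were examined. They cover the genes of the heatmap and the candidate factors named by the study, regulators of the endothelial-to-hematopoietic transition (EHT), TGFβ signaling, SMAD2/3 targets, BMP targets, general hematopoietic, erythroid, megakaryocyte, myeloid, endothelial, arterial, venous, endoderm and liver, mesenchymal, cardiac, pluripotency, epithelial, neural, cell cycle, ribosomal protein and extracellular matrix genes, and 728 transcription factors. These stand in for the gene sets and the factor list of the study, which were not used here. Transcription factors were screened for a log2 fold change of -2 or less.

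Genes are named by a rule also set before the data were examined. It covers the genes of the heatmap and the candidates, the 5 largest rises and the 5 largest falls with an adjusted p under 0.05, a mean of at least 5 FPKM in the higher group and no overlap between the groups (filled up by the smallest unadjusted p), and up to 3 genes per list. Of the heatmap genes, 1 is not reported here. Any other gene is stated to have been chosen after its values were seen.

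The libraries separated by replicate number as well as by group. Values within each number are therefore given beside the pooled ones. Alternatives were the replicate number as a block, no filter, a filter of at least 5 FPKM in at least 2 libraries, quantile normalization, upper-quartile scaling, a pseudocount of 0.1, other list tests, other limits on the fold change and the removal of each library in turn. A correction for transcript GC content, this correction with the replicate block, and a restriction to transcripts of at least 300 nt were chosen after seeing the data. GC content and length are medians over the GENCODE transcripts of a gene, and 99.8% of the tested genes had a value.

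The gene and list tests were tested on simulated data, with 14909 genes of which 200 were changed. Simulated libraries of the same number shared a shift taken from the data, which favors the model with the block by construction. The model without the block called 56.5% of the changed genes and made 0 false calls, and the model with the block called 99.0% and made 16 false calls. In 20 simulated tables with no change, these models called 0 and 7 genes. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.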

Results

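To examine how blocking TGFβ signaling changes gene expression while blood cells emerge from hESC-derived endothelium, the transcriptomes of H1-derived cells were compared at day 8 of hematopoietic differentiation with and without SB431542. The comparison rested on 2 DMSO libraries and 2 SB libraries. The FPKM of all genes summed to 594423 and 570844 in the DMSO libraries and to 612614 and 592715 in the SB libraries. Between 14183 and 14372 genes reached 1 FPKM in a library. The absolute depth was not estimated, and the relative depth ranged from 75.7% to 100% of the deepest library. The endothelial marker PECAM1, which encodes CD31, stood at 197 and 163.2 FPKM in the DMSO libraries and at 182 and 153 FPKM in the SB libraries.

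The libraries differed by replicate number as well as by treatment. Across the 14909 tested genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.956 between the DMSO libraries and 0.961 between the SB libraries. It was 0.960 between DMSO and SB of replicate 1 and 0.964 between DMSO and SB of replicate 2, so that libraries with the same number were as close as libraries with the same treatment. The first principal component held 47.4% of the variance and placed both libraries of replicate 1 below both of replicate 2. The second held 38.7% and placed both SB libraries below both DMSO libraries. Mitochondrial genes made up 5.88% and 6.64% of the FPKM sum in the libraries of replicate 1 and 9.92% and 10.2% in those of replicate 2. The signal recognition particle RNAs RN7SL1 and RN7SL2 together made up 4.45% and 3.96% in replicate 1 and 1.40% and 1.54% in replicate 2.

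**Figure D1:**
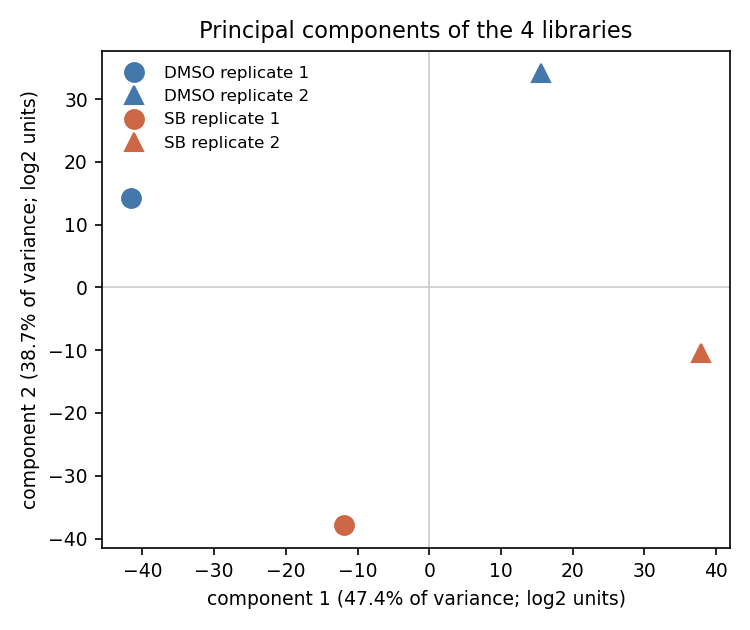
Principal components of log2(FPKM + 1) over the 14909 tested genes, with 1 point per library, component 1 (47.4% of the variance) on the x axis and component 2 (38.7%) on the y axis, in log2 units. Circles are replicate 1 and triangles are replicate 2; component 1 separates the replicate numbers and component 2 separates DMSO (blue) from SB (orange).

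With limma, 20 genes differed between SB and DMSO libraries at an adjusted p under 0.05, of which 4 were higher and 16 were lower with SB431542. At an unadjusted p under 0.05, 1485 genes differed, against 745 given by chance. The alternative that moved the count most was the replicate number as a block, under which 1564 genes passed, 820 higher and 744 lower, including all 20. An absolute log2 fold change of at least 1 was seen in 554 genes, 232 higher and 322 lower. In 452 of these, the SB libraries did not overlap the DMSO libraries. Over all tested genes the groups did not overlap in 37.5%, against 33.3% by chance. Among single libraries, removal of DMSO replicate 2 moved the number of genes with such a fold change most, to 867 (303 higher and 564 lower). Without DMSO replicate 1 the balance reversed, with 354 higher and 330 lower.

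Among genes past the adjustment and above 0 in each library, the largest rises were those of CYP1A1, IFI6 and THBS1. CYP1A1 (ENSG00000140465.13, chromosome 15, 74719542 to 74725610) rose from 3.78 ± 0.519 to 61.4 ± 2.11 FPKM (SD, n = 2 each), a log2 fold change of 3.71 (SE 0.17, limma adjusted p 0.0202). IFI6 (ENSG00000126709.14, chromosome 1, 27666061 to 27672218) rose from 14.6 ± 1.5 to 117 ± 9.30 FPKM, a log2 fold change of 2.92 (SE 0.17, limma adjusted p 0.0325). THBS1 (ENSG00000137801.10, chromosome 15, 39581079 to 39599466) rose from 16.6 ± 0.788 to 75.3 ± 5.20 FPKM, a log2 fold change of 2.11 (SE 0.16, limma adjusted p 0.0463). MX1 rose from 0.407 to 5.83 FPKM on average and did not pass the adjustment (log2 fold change 2.28, limma adjusted p 0.0646). AC091042.1, a pseudogene with a transcript of 173 nt, was listed at 0 in both DMSO libraries and at 99.5 and 56.7 FPKM in the SB libraries. Fold changes within replicate numbers were 3.79 and 3.63 for CYP1A1, 2.94 and 2.91 for IFI6 and 2.14 and 2.09 for THBS1.

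The largest falls among such genes were those of CST1, APOA1 and LCN15. CST1 (ENSG00000170373.8, chromosome 20, 23747553 to 23751268) stood at 46 ± 0.0340 FPKM with DMSO and at 0.919 ± 0.0417 FPKM with SB431542 (SD, n = 2 each), a log2 fold change of -4.61 (SE 0.16, limma adjusted p 0.00961). APOA1 (ENSG00000118137.9, chromosome 11, 116835751 to 116837950) fell from 60.3 ± 5.55 to 3.35 ± 0.0531 FPKM, a log2 fold change of -3.81 (SE 0.17, limma adjusted p 0.0201). LCN15 (ENSG00000177984.6, chromosome 9, 136759634 to 136766255) fell from 27.4 ± 8.24 to 1.06 ± 0.306 FPKM, a log2 fold change of -3.76 (SE 0.27, limma adjusted p 0.0381). The pair of non-coding transcripts AC007422.2 (167 nt; 108 and 99.2 FPKM with DMSO) and PVT1_1 (194 nt; 32.7 and 17.6 FPKM with DMSO) was listed at 0 in both SB libraries. Under no filter, 0 genes passed the adjustment, with 2739 at an unadjusted p under 0.05.

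To determine whether TGFβ signaling was lower in the SB libraries, lists of pathway genes and of targets were compared. With camera, 18 of the 23 gene lists differed at an adjusted p under 0.05, 6 higher and 12 lower. The alternative that moved this count most was an inter-gene correlation estimated from the data, under which 0 lists passed, with adjusted p of 0.104 for the SMAD2/3 targets and 0.105 for the hematopoietic list. Under the rotation test fry, 11 lists passed, all of them among the 18; these were the SMAD2/3 target, BMP target, hematopoietic, megakaryocyte, myeloid, endoderm and liver, mesenchymal, cardiac, epithelial and cell cycle lists and the heatmap genes. The 28 tested SMAD2/3 targets had a median log2 fold change of -0.81 (camera adjusted p 4.23e-14), with medians of -0.74 and -0.76 within replicate numbers 1 and 2. Of them 23 were lower in both numbers, and 20 passed when adjusted over the list alone, against 1 (TGFBI) when adjusted over all genes tested. TGFBI fell from 30.4 ± 0.919 to 4.52 ± 0.588 FPKM (SD, n = 2 each; log2 fold change -2.51, limma adjusted p 0.0365). COL1A1 and FN1 had log2 fold changes of -2.46 and -2.10, each with a limma adjusted p of 0.0646. The 53 pathway genes themselves had a median of -0.11 (camera adjusted p 8.23e-05, fry adjusted p 0.126), and THBS1 among them was higher with SB431542 while SKIL (-1.76) and ID1 (-1.41) were lower. Without DMSO replicate 2, the median of the pathway genes was -0.068. When adjusted over the list alone, 12 of these genes passed, against 1 over all genes tested. The 10 tested BMP targets had a median of -0.72 (camera adjusted p 9.81e-10), and all 10 were lower in both numbers. Of them, 6 passed when adjusted over the list alone, against 0 over all genes tested.

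**Figure D2:**
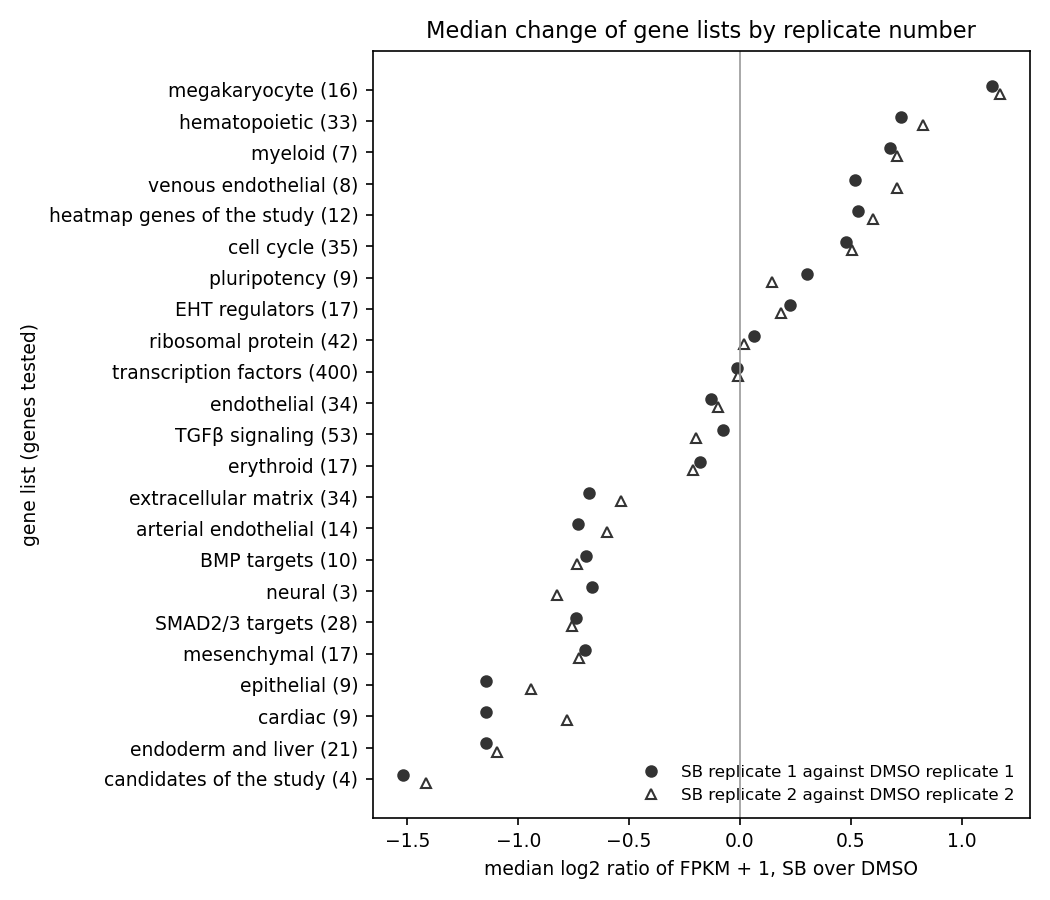
Median log2 ratio of FPKM + 1 between SB and DMSO libraries (x axis, log2 units) for each of the 23 gene lists (y axis, with the number of genes tested), within replicate 1 (filled circles) and replicate 2 (open triangles). The medians within both numbers lie above 0 for the megakaryocyte list (1.14 and 1.17) and below 0 for the endoderm and liver list (-1.15 and -1.09).

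The next comparison asked whether hematopoietic genes were higher after TGFβ inhibition. The 12 heatmap genes, which the study chose from these libraries, were higher with SB431542 in both replicate numbers, with a median log2 fold change of 0.56 (0.53 and 0.60 within numbers; camera adjusted p 1.09e-07). None of the 12 (0 genes) passed when adjusted over all genes tested, 7 had an unadjusted p under 0.05, and 5 passed when adjusted over the list alone, which is not independent evidence. GATA1 (ENSG00000102145.13, chromosome X, 48786554 to 48794311) stood at 41.9 ± 1.33 FPKM with DMSO and at 62.9 ± 0.244 FPKM with SB431542 (SD, n = 2 each; log2 fold change 0.58, limma adjusted p 0.322). MYB rose from 30.9 ± 4.82 to 39.9 ± 3.93 FPKM (log2 fold change 0.37, limma adjusted p 0.672). RUNX1 rose from 34.4 ± 1.19 to 61.7 ± 11.4 FPKM (log2 fold change 0.81, limma adjusted p 0.280). CD226 had the largest log2 fold change of the 12 genes (1.01, limma adjusted p 0.200), followed by CBFA2T3 (0.91), SPN (0.80), FOS (0.78), NFE2 (0.54), BTK (0.47) and TAL1 (0.37). Without DMSO replicate 2 the value was 0.31 for CBFA2T3 and 0.24 for TAL1, and without DMSO replicate 1 it was 0.21 for MYB. The difference in GATA2 (0.23) was smaller than its spread between replicates, from 188 and 110 FPKM with DMSO to 221 and 129 FPKM with SB431542, and its direction changed to -0.15 without SB replicate 1 or without DMSO replicate 2. It was 0.23 within both replicate numbers.

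**Figure D3:**
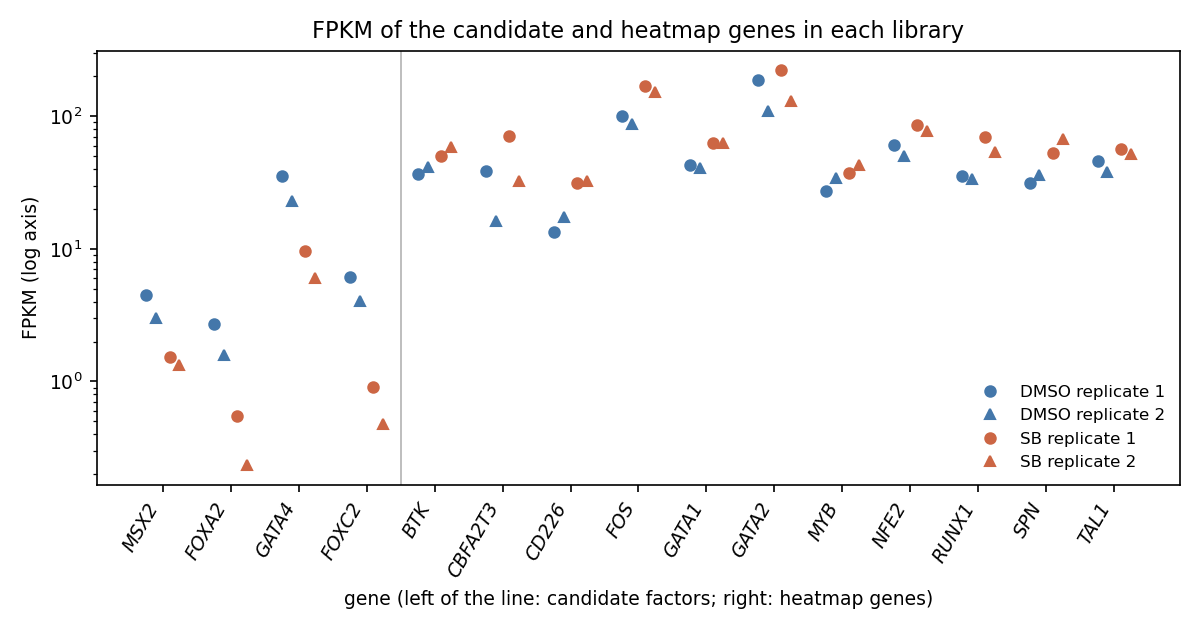
FPKM (y axis, log scale) of the 4 candidate factors and of 11 heatmap genes (x axis) in each library, with DMSO in blue, SB in orange, circles for replicate 1 and triangles for replicate 2. The SB libraries lie below both DMSO libraries for the 4 candidates; for GATA2 and CBFA2T3 the groups overlap.

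The general hematopoietic list (33 genes) had a median log2 fold change of 0.80 (camera adjusted p 2.27e-17), with medians of 0.73 and 0.82 within numbers, and 30 genes were higher in both. Of its genes 6 were heatmap genes, and the median without these was 0.89. CSF1R (2.14), CD84 (1.85) and TYROBP (1.31) changed most clearly by unadjusted p, with limma adjusted p of 0.0753, 0.0807 and 0.0948. When adjusted over the list alone, 23 genes passed, against 0 over all genes tested. The megakaryocyte list had a median of 1.19 (camera adjusted p 1.95e-13), and PPBP (2.83), GP1BB (2.16) and PLEK (1.95) were higher, with limma adjusted p of 0.0798, 0.0753 and 0.0803. The myeloid list had a median of 0.75 over 7 tested genes (camera adjusted p 7.03e-05). It held 20 listed genes, and without the filter its median was only 0.115 (camera adjusted p 0.000285). The erythroid list did not rise: its median was -0.15 (camera adjusted p 0.000292, fry adjusted p 0.195), and -0.46 without DMSO replicate 1. In it, ALAS2 (-2.06), HBZ (-2.12) and RHAG (-1.29) were lower, with limma adjusted p of 0.0605, 0.0910 and 0.169. When adjusted over the list alone, 12 megakaryocyte, 4 myeloid and 5 erythroid genes passed, against 0 in each list over all genes tested.

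Endothelial genes as a whole did not differ (34 genes, median -0.07, camera adjusted p 0.203), and their median was 0.021 without DMSO replicate 1. Under the stricter filter the list passed (median -0.09, camera adjusted p 0.0153, with 0.0153 to 0.829 over all alternatives). It also passed with the replicate block (camera adjusted p 0.0220) and with the block and GC correction (0.0239). Of its genes, 6 passed when adjusted over the list alone, against 0 over all genes tested. ENG (-1.72), ROBO4 (-1.09) and RAMP2 (-1.03) were lower, with limma adjusted p of 0.0986, 0.135 and 0.167. The arterial list had a median of -0.69 (camera adjusted p 8.95e-10, fry adjusted p 0.0923), in which GJA5 fell from 445 ± 64.2 to 63.8 ± 7.78 FPKM (SD, n = 2 each; log2 fold change -2.78, limma adjusted p 0.0365). The venous list had a median of 0.66 (camera adjusted p 0.00187, fry adjusted p 0.126), with 6 of 8 genes higher in both replicate numbers. In these lists, 7 arterial and 3 venous genes passed when adjusted over the list alone, against 1 and 0 over all genes tested. Without DMSO replicate 2 the venous median was 0.41. The venous list did not pass under the stricter filter (median 0.25, camera adjusted p 0.164, with 0.000605 to 0.350 over all alternatives). EHT regulators did not shift in one direction (median 0.20, camera adjusted p 0.841), with GFI1B higher (1.47) and GFI1 (-1.32) and ID1 (-1.41) lower. According to the paper's background, suppression of ID1 raises the output of blood cells. Promoters and inhibitors of EHT can thus cancel in this median, and the test does not show that EHT regulation was unchanged. The median of these regulators was -0.095 without DMSO replicate 2 and -0.053 without SB replicate 1. Of the 17 regulators tested, 4 were genes picked by the study, and the median without those 4 was -0.063. When adjusted over the list alone, 5 of the 17 passed, against 0 over all genes tested.

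Lists of other lineages were lower. The endoderm and liver list had a median log2 fold change of -1.17 over 21 tested genes (camera adjusted p 9.25e-22), all 21 lower in both replicate numbers and 4 past the adjustment over all genes. AFP fell from 48.9 ± 7.58 to 3.25 ± 0.286 FPKM (SD, n = 2 each; log2 fold change -3.55, limma adjusted p 0.0232), and TTR from 51.4 ± 9.17 to 5.50 ± 0.0714 FPKM (log2 fold change -3.0, limma adjusted p 0.0353). Medians were -0.82 for the mesenchymal list (camera adjusted p 1.11e-12) and -0.95 for the cardiac list (camera adjusted p 2.60e-07). They were -0.95 for the epithelial list (camera adjusted p 7.45e-11) and -0.63 for the extracellular matrix list (camera adjusted p 3.39e-12, fry adjusted p 0.0655). The sizes depended on the filter. Without it, the medians of these lists in turn were -0.47, -0.54, -0.53 and -0.56. Under the stricter filter they were -1.02, -1.95, -1.19 and -0.59. The endoderm and liver median was -0.91 without the filter and -1.85 under the stricter filter. The neural list had only 3 tested genes (median -0.75, camera adjusted p 0.00304, fry adjusted p 0.0741; -0.50 without DMSO replicate 1), and did not pass without the filter (median -0.0098, camera adjusted p 0.255, with 0.00157 to 0.255 over all alternatives). The cell cycle list was higher (median 0.48, camera adjusted p 1.11e-12), with 34 of 35 genes higher in both numbers. The pluripotency list (median 0.22, camera adjusted p 0.354; 0.076 without DMSO replicate 1) and the ribosomal protein list (median 0.03, camera adjusted p 0.419; -0.017 without DMSO replicate 1) did not differ. When adjusted over the list alone, 16 endoderm and liver, 8 mesenchymal, 5 cardiac, 7 epithelial, 2 neural and 17 extracellular matrix genes passed, against 4, 0, 1, 0, 0 and 1 over all genes tested. Of the cell cycle, pluripotency and ribosomal protein genes, 0 passed either way.

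To find transcription factors lowered by the inhibitor, 400 of the 728 listed factors with sufficient expression were screened. A log2 fold change of -2 or less was found for 2 listed factors, SMAD6 (-2.41; ENSG00000137834.14, chromosome 15, 66702228 to 66782848) and SMAD7 (-2.05; ENSG00000101665.8, chromosome 18, 48919853 to 48950711). Both are inhibitory SMADs that the hand-written list counts as factors, and both were chosen after their values were seen. Neither passed the adjustment over all genes tested (limma adjusted p 0.259 and 0.193) or over the list alone (0 of 2), while 76 of the 400 factors had an unadjusted p under 0.05. The count depended on single libraries, from 0 without DMSO replicate 1 to 6 without SB replicate 1. The alternative that moved it most was a limit of -1, at which 20 factors were found. Of these, 0 passed the adjustment over all genes and 3 (HAND1, HEY2 and ID1) passed when adjusted over the list alone. With the replicate number as a block, 17 of the 20 passed over all genes, though the labels do not establish this pairing. On the plain ratio of mean FPKM, 13 tested factors were at least 4-fold lower. A log2 fold change of at least 1 was seen in 4 factors. The 400 factors as a list did not differ (median -0.01, camera adjusted p 0.075), and their median was 0.059 without SB replicate 2 and 0.040 without DMSO replicate 1. Without the filter the list passed (median -0.02, camera adjusted p 0.0235, with 0.0235 to 0.783 over all alternatives).

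The 4 candidate factors were lower with SB431542 in both replicate numbers, with a median log2 fold change of -1.47 (camera adjusted p 1.61e-06, fry adjusted p 0.0741). MSX2 (ENSG00000120149.8, chromosome 5, 174724533 to 174730893) stood at 3.73 ± 1.04 FPKM with DMSO and at 1.43 ± 0.134 FPKM with SB431542 (SD, n = 2 each), a log2 fold change of -0.95 (SE 0.24, limma adjusted p 0.301). Its FPKM was 65.9% lower in replicate 1 and 55.6% lower in replicate 2. GATA4 (ENSG00000136574.17, chromosome 8, 11676959 to 11760002) fell from 29.2 ± 8.94 to 7.87 ± 2.57 FPKM, a log2 fold change of -1.77 (SE 0.32, limma adjusted p 0.187). FOXA2 (ENSG00000125798.14, chromosome 20, 22581005 to 22585455) fell from 2.16 ± 0.801 to 0.390 ± 0.221 FPKM, a log2 fold change of -1.17 (SE 0.29, limma adjusted p 0.291). FOXC2 (ENSG00000176692.5, chromosome 16, 86567251 to 86569728) fell from 5.07 ± 1.43 to 0.689 ± 0.304 FPKM, a log2 fold change of -1.84 (SE 0.27, limma adjusted p 0.135). For each of the 4 genes both SB libraries lay below both DMSO libraries, and 0 of the 4 passed when adjusted over all genes tested. All 4 passed when adjusted over the list alone, which is not independent evidence because the study chose them from these libraries. With the GC correction, chosen after seeing the data, GATA4 and FOXC2 passed over all genes (limma adjusted p 0.0261 and 0.0299). With the replicate number as a block, all 4 passed over all genes, at the lowest value of each range below. The labels do not establish this pairing. Over all alternatives the limma adjusted p ranged from 0.0406 to 0.453 for MSX2, from 0.00360 to 0.358 for GATA4, from 0.0401 to 0.424 for FOXA2 and from 0.00983 to 0.327 for FOXC2, so that the call of each of the 4 genes depended on the processing.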

Values the study reported

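The study reported 27 transcription factors that were lower in cells treated with SB431542. It arrived at 4 final candidates after a search for factors acting upstream of the repressed genes. By real-time RT-PCR, it reported that the MSX2 transcript fell by over 50% with the inhibitor.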

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

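The number of genes past the adjusted threshold (20) was the result that depended most on the processing. It was 1564 with the replicate block (820 higher, 744 lower), 0 without the filter (0 higher, 0 lower, with 2739 genes at an unadjusted p under 0.05), and 31 with quantile normalization, of which 9 were higher. With the GC correction, chosen after seeing the data, it was 169 (64 higher, 105 lower), and with this correction and the replicate block it was 1445 (714 higher, 731 lower), of which 1315 were among the 1564. All 20 genes remained under the block, quantile normalization, upper-quartile scaling, the pseudocount of 0.1 and both GC corrections. Under the stricter filter 19 of them remained, and under the restriction to transcripts of at least 300 nt 16 remained, since the others have shorter transcripts. Without the filter, the number of tested genes rose from 14909 to 29447, and the lowest adjusted p rose from 0.00354 to 0.123, more than the larger number of tests can account for. No scaling moved the median of all genes by 0.1. The causes of these changes were not tested.

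The replicate block was an alternative because the labels give both groups the numbers 1 and 2 without saying that a number marks a shared batch or day. Across genes, the differences between replicates 1 and 2 in the DMSO group and in the SB group had a correlation of 0.53. With 2 pairs, this does not establish that the numbers pair the libraries. In simulated data the block found more of the changed genes than the 56.5% found without it, and 16 of its 214 calls were false, against 0 of 113. A shift shared by libraries of the same number was built into these data, so the gain is no evidence that the real libraries are paired. Of the listed factors with a log2 fold change of -2 or less, 2 passed the adjusted threshold with the replicate block, and 2 with the GC correction and the block, against 0 otherwise. With the block, 19 lists passed, 17 of them among the 18.

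The number of genes with an absolute log2 fold change of at least 1 (554) was 280 under the stricter filter, which tests fewer genes, and 1170 with a pseudocount of 0.1, which widens the changes of low genes by construction. It lay between 684 and 867 across the 4 fits that each left out one library. The count of factors with a log2 fold change of -2 or less (2) was 11 with a pseudocount of 0.1 and 20 at the limit of -1, and lay between 0 and 6 when one library was left out.

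Of the 18 lists, 11 passed with fry and 0 with camera at an estimated correlation. Under the estimated correlation, the adjusted p was 0.104 for the heatmap genes (median 0.56), 0.171 for the candidates (-1.47), 0.105 for TGFβ signaling (-0.11), 0.104 for SMAD2/3 targets (-0.81) and 0.105 for the hematopoietic list (0.80). With fry it was 0.0741 for the candidates (-1.47) and 0.126 for TGFβ signaling (-0.11). These tests leave the medians as they are; why their p-values differ was not tested. Over the 4 fits that each left out one library, the median ranged from 0.52 to 0.64 for the heatmap genes, from -1.75 to -1.18 for the candidates, from -0.15 to -0.068 for TGFβ signaling, from -0.85 to -0.68 for SMAD2/3 targets and from 0.65 to 0.84 for the hematopoietic list.

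Directions reversed only in medians near 0 and in GATA2. The median of the ribosomal protein list (0.03) was -0.041 with quantile normalization, -0.013 with upper-quartile scaling, and -0.0025 with the GC correction alone or with the block, and ranged from -0.017 to 0.11 with one library left out. The median of the transcription factors (-0.01) was 0.012 under the stricter filter and ranged from -0.12 to 0.059 with one library left out. With one library left out, the medians also reversed for EHT regulators (from -0.095 to 0.40) and for the endothelial list (from -0.25 to 0.021), and the log2 fold change of GATA2 ranged from -0.15 to 0.62. For GATA2 this follows from the replicate numbers: its log2 ratio was 0.23 within both, while replicate 1 lay above replicate 2 in both groups (188 and 110 FPKM with DMSO, 221 and 129 FPKM with SB431542), so that leaving out one library unbalances the numbers. Within both numbers the medians also kept one sign for EHT regulators (0.22 and 0.18) and for the endothelial list (-0.13 and -0.10). The cause of the other reversals was not tested.

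Of the 75 named genes, 14 had passed the adjusted threshold, and these 14 did not pass without the filter. The number of named genes that had not passed and did so was 53 with the replicate block, 23 with the GC correction, 52 with both, 4 with quantile normalization, 2 with upper-quartile scaling and 1 under the stricter filter. Of the 12 heatmap genes, 8 passed with the replicate block, against 0 without it. For the 4 candidates, the adjusted p under the block was 0.0406 for MSX2, 0.00360 for GATA4, 0.0401 for FOXA2 and 0.00983 for FOXC2, and over their alternatives it lay between these values and 0.453 for MSX2, 0.358 for GATA4, 0.424 for FOXA2 and 0.327 for FOXC2. Apart from GATA2, each named gene kept its direction under every alternative that tested it. Of the 18 other lists, 5 lost their call with fry, 13 with the estimated correlation, and 1 each with the block (venous, adjusted p 0.0714), with the block and GC correction, without the filter and under the stricter filter. Calls were gained by 2 lists with the block (endothelial, adjusted p 0.0220, and ribosomal protein, adjusted p 0.0414) and by 1 list each with the block and GC correction, without the filter and under the stricter filter. The alternatives planned for counts were not run, because the table holds FPKM. The fragments behind each value were not estimated, so the share of the spread that comes from counting is not known here. This limits most what can be said of genes near 1 FPKM such as FOXA2 and MSX2.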

Other observations

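The tests in this part were run on the same libraries as the patterns they address. Those on GC content and depth in the lists and in the interferon genes, on GC as a part of the replicate split, on short transcripts, on overlapping rows, on the blood lineages and on the other cell types, and those on the 4 endoderm genes not past the adjustment, were chosen after the result was seen.

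The number of tested transcription factors with a log2 fold change of -2 or less was 2, with 11 at a pseudocount of 0.1, 20 at a limit of -1 and 13 at least 4-fold lower on the plain ratio of mean FPKM. Each of these is lower than the value quoted from the study above. Counted at any level of expression, 85 listed factors were at least 4-fold lower on the plain ratio, which is higher than that value. The limit of -2 was set here and need not be that of the study. The study drew its 4 candidates from its lowered factors, yet MSX2 (-0.95) missed even the limit of -1. On the plain ratio of SB to DMSO, MSX2 (0.382) and GATA4 (0.270) were less than 4-fold lower. These counts and the quoted value are therefore not like for like.

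Libraries with the same replicate number deviated together, with a correlation of 0.53 across genes between the replicate differences of the DMSO and the SB group. The ratio of replicate 1 to replicate 2 rose with transcript GC content in both groups, with r across genes of 0.53 for DMSO and 0.41 for SB. Among the genes with the lowest GC content (at most 41%) its median was -0.35 for DMSO and -0.24 for SB on the log2 scale, and among those with the highest (at least 61.5%) it was 0.56 and 0.44. Removal of each library's GC trend lowered the correlation between the groups only to 0.40, which argues against GC content as the whole cause, though it may be a part of it (0.41). The replicate differences hardly correlated with transcript length (r across genes of 0.0013 for DMSO and 0.0056 for SB), which argues against a trend with length. Removal of that trend could therefore change little, and it left the correlation between the groups at 0.53 (0.528). A shared day of culture, library preparation or RNA quality by replicate number stays open; the shares of mitochondrial and RN7SL transcripts split the same way.

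The fall of GATA4 and FOXA2 came with a fall of other endoderm and liver genes. A candidate explanation is that fewer endoderm-type cells were among the cells collected with SB431542. This hypothesis needs other genes of that type to fall together. For AFP, APOA1, APOA2, APOB, TTR, FGA, FGB and SERPINA1, at means of 1.96 to 131 FPKM with DMSO, the median log2 ratio was -2.39 and -2.54 in replicate numbers 1 and 2, below all 10000 random lists of 8 genes matched on expression. Of these 8 genes 4 are among the 20 past the adjustment. For the other 4 (APOB, FGA, FGB and SERPINA1) the median was -1.34 and -1.83, at the percentile 0.01 of such lists of 4 genes. APOA2 went from 120 and 141 FPKM to 14.5 and 18.2 FPKM. The median of the endoderm and liver list was -1.11 without GATA4 and FOXA2. For the whole list it was -1.16 after GC correction, which argues against GC content, and it was -1.09 in replicate number 2, where the SB library was the deeper one, against -1.15 in number 1, where it was the shallower one, which argues against depth. Lower transcription of these genes within the same cells predicts the same values and stays open. For MSX2 and FOXC2, which are in no lineage list of that type, the test says nothing.

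Genes of several other cell types were lower too. A single change in the share of all other cell types predicts that their lists fall alike. The median of the endoderm and liver list lay at least 0.37 below that of the mesenchymal list in each replicate number. These lists hold genes that blood and endothelial cells may express too, and COL1A1, ACTA2 and TAGLN are also in the list of SMAD2/3 targets, so a single change and separate changes cannot be told apart here.

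The hematopoietic list rose, with a median of 0.76 after GC correction and 0.82 in replicate number 2, so that neither GC content nor depth accounts for it. A larger share of blood-type cells against endothelial-type cells may underlie it. The endothelial list had a median of -0.10 in the replicate number nearer to 0, over genes that went both ways (11 higher and 19 lower in both numbers). From these values alone, a change of cell shares and a change within cells cannot be told apart. By flow cytometry, the study reported that SB431542 raised the generation of CD43-positive hematopoietic progenitor cells among CD31-positive cells. A larger blood-cell share thus has separate evidence from the study. That share was not measured in the sequenced libraries, and a change within cells stays open. A larger share of blood cells of every kind is argued against by the erythroid list, whose median was -0.18 in the number with the higher value, while the megakaryocyte list was at 1.16 after GC correction and 1.17 in replicate number 2. HBZ went from 146 and 109 FPKM to 33.2 and 24.1 FPKM, and PPBP from 0.559 and 1.29 to 10.3 and 15 FPKM. A shift between blood lineages is therefore a hypothesis to follow, tempered by fry, in which the erythroid list did not pass (adjusted p 0.195). Of the 16 megakaryocyte genes 2 were heatmap genes, and the median without these was 1.38.

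The SMAD2/3 targets were at -0.83 after GC correction and at -0.76 in replicate number 2, and the BMP targets at -0.77 and -0.73, so that GC content and depth do not account for either shift. SB431542 is used as an inhibitor of the activin and TGFβ branch. Of the 10 BMP targets 4 also belong to the TGFβ lists, and the median without them was -0.53. Crosstalk between the branches, weaker BMP signaling in the culture and a loss of the cells that respond to BMP are possible explanations, and none of them was tested. SMAD6 (372 and 162 FPKM with DMSO, 66.9 and 30.5 FPKM with SB431542) and SMAD7 (29.3 and 19.6 FPKM against 7.23 and 3.40 FPKM), both inhibitory SMADs, were chosen after their values were seen.

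Arterial genes fell, while the endothelial list as a whole did not differ in the main fit (median -0.07, camera adjusted p 0.203). The endothelial list passed as lower with the replicate block (adjusted p 0.0220), with the block and GC correction (0.0239) and under the stricter filter (0.0153). Its medians there lay between -0.07 and -0.12, so the contrast is one of size. The arterial median was -0.69 after GC correction and -0.60 in replicate number 2, which argues against GC content and depth. The venous list went the other way (0.66), a call that was lost under the stricter filter (median 0.25, adjusted p 0.164). The venous call was also lost with the replicate block (adjusted p 0.0714) and with the block and GC correction (0.0798). The same held with fry (0.126) and with camera at an estimated correlation (0.350). Lower arterial identity within endothelial cells and a smaller share of arterial-type cells both stay open as untested explanations.

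IFI6 and MX1 rose, and ISG15, chosen after its values were seen, went from 33.9 and 39.8 FPKM to 115 and 139 FPKM. A general interferon response predicts that other genes of this response rise. A list of such genes, written after these 3 genes had been seen and without them, had 23 tested genes with a median log2 fold change of 0.69, above all 10000 matched random lists (95% between -0.14 and 0.17). Its medians were 0.54 and 0.67 within replicate numbers, and 19 of the 23 genes were higher in both. The median was 0.67 (0.670) after GC correction and 0.67 (0.675) in replicate number 2, so that GC content and depth do not account for it. BST2, at 456 and 580 FPKM with DMSO, did not rise (390 and 496 FPKM), and TRIM22 fell (log2 fold change -1.32). The values are consistent with a mild interferon response in the SB libraries, while a larger share of blood-type cells, which may carry more of these transcripts, stays open.

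CYP1A1 had the largest rise among the genes past the adjustment and above 0 in each library. Activation of the aryl hydrocarbon receptor, for instance by the compound itself, is a possible explanation. The other genes of this response, listed after CYP1A1 had been seen, had 4 tested members with a median of 0.16 in both replicate numbers (0.159 in the lower), at the percentile 78.3 of matched random lists. NQO1 rose from 30.2 and 31.1 to 57.6 and 59.7 FPKM, and CYP1B1, AHRR and TIPARP overlapped between the groups. With so few members going different ways, the test leaves this open.

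Of the tested genes, 143 were listed at 0 in both libraries of one group. Of these 72.0% had a median transcript length under 300 nt, against 191 such genes among all 14909 tested. Short transcripts, on which few fragments give a high FPKM, may account for most of them. The 2 such genes with over 50 FPKM in both libraries of the other group were AC007422.2 and AC091042.1. In SB replicate 1, AC091042.1 had the same 99.4799 FPKM as AC011445.2 (chosen after its values were seen), which also has a transcript of 173 nt. Equal numbers of fragments would give this. Among all 58365 rows, 0 overlapped AC091042.1, which argues against a fragment split between overlapping genes for it. For AC007422.2 this stays open, since 1 row overlapped it, listed at 0 in all 4 libraries, where a 0 can be a failed estimate. Whether these transcripts changed at all stays open.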
